A study of Mus musculus with 6 samples. Its data were reported in "PI3Kδ activity controls plasticity and discriminates between EMT and stemness based on distinct TGFβ signaling" (2022).

How the data were processed

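Total RNA (100 ng per array) was labelled with biotin and hybridised to Affymetrix Clariom S mouse arrays. The authors normalised the arrays by RMA, which corrects background, makes the distributions of the arrays equal and summarises the probes of each set, and the deposited values are on the log2 scale with 2 decimals. The software version and the RMA summary level are not stated. Array medians differed by at most 0.06, and no depth per sample exists for arrays, whose number, 3 per group, limits the precision.

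The 6 arrays were grouped by their labels into AAV-control and AAV-PIK3CD. All 22206 probe sets were used with no filter. Gene symbols came from a reference table of gene names, which gave 1 symbol to 19572 probe sets and none to 2634. Where several probe sets carried 1 symbol (55 symbols), the set with the highest mean over the 6 arrays stood for the gene.

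The groups were compared by rank products, the test that the study's methods name. All 9 pairs of a treated and a control array were ranked, the geometric mean of the ranks was set against 1000 seeded shuffles of the gene order within each array, and the 2-sided p was adjusted by Benjamini-Hochberg over all probe sets at a threshold of 0.05. Beside it, limma 3.58.1 was fitted in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg at 0.05), which also gave the standard errors of differences. Differences are AAV-PIK3CD minus AAV-control, of mean log2 values. Single values were tested with a 2-sided exact permutation test, whose smallest p for 3 against 3 is 0.1.

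Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 42 lists. Beside each call the adjusted p with an estimated correlation is given, and fry was run on every list. The lists cover pathways, liver functions, zonation, cell identity and other cell types. They were written from general knowledge before the values were seen but after reading the study and its own list of regulated genes on these arrays. Several lists hold genes of that list, and the study chose both panel lists on livers of the same experiment, so these are not independent evidence of a direction. Members were counted by rank products over all genes and adjusted over the list alone.

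The named genes were chosen by a rule: Pik3cd and the RT-qPCR panel; up to 12 genes per direction past the rank products threshold, leaving out probe sets without a symbol, predicted genes and olfactory or vomeronasal receptors; up to 4 members of each list past the camera threshold, those with the smallest rank products p in the direction of the list; and up to 2 members of every other list. Any other gene is said to have been named after its values were seen. The groups, tests, lists, this rule and the alternatives, except the one named below as chosen later, were fixed before the data were examined.

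Alternatives were limma, the t-test of the study's methods, rank sums, the percentage of false positives of rank products, quantile normalization, median centring, cyclic loess, leaving out the dimmest 25% or 50% of probe sets, 1 probe set per symbol, and each array left out in turn. Lists were also tested on ranks and, chosen after seeing the data, without the genes that the study listed. All 10 splits of the 6 arrays into 3 and 3 were tested. Random lists matched on mean level (10000 draws) gave the range for a list median.

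Rank products, limma and the list tests were tested on simulated data: 22206 probe sets with the means and spreads of these arrays, with 50 genes changed at each of 0.5, 1, 2 and 3 log2 units, and 42 lists of 25 genes, of which 2 were shifted by 0.25. Rank products recovered 3, 49, 50 and 50 of the changed genes and limma 5, 43, 50 and 50. Camera with the preset correlation and fry recovered 2 of the 2 shifted lists and camera with an estimated correlation 1, with 0 false calls each. The simulated genes varied independently, so the absence of false calls does not carry over to correlated lists. On the real arrays the estimated correlation was 0.904 for the acinar list and 0.751 for the cholesterol synthesis list. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.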

Results

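Gene expression was measured on 6 mouse Clariom S arrays, 3 from samples that had received a control vector (AAV-control, arrays 48, 49 and 50) and 3 from samples that had received a vector carrying Pik3cd (AAV-PIK3CD, arrays 51, 52 and 53). AAV is the adeno-associated virus used as the vector, and Pik3cd codes for the delta catalytic subunit of class I PI3K. The study describes the control vector as carrying EGFP, a fluorescent protein, but in its array methods as empty. If it carried EGFP, the groups differ in that as well as in Pik3cd. The labels and the study's methods name the tissue as tumour, while elsewhere the study describes it as mouse liver. All 36 measured genes of the hepatocyte list lay above the median level of the arrays in the controls, and albumin (Alb) read 13.24 ± 0.04 (log2, SD, n = 3). Each array gave 22206 probe sets with a median between 4.81 and 4.87, and the number of arrays, 3 per group, limits the precision.

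The comparison of AAV-PIK3CD with AAV-control asked which liver genes and gene groups differ when this PI3K subunit is supplied. Genes of protein folding and quality control in the endoplasmic reticulum were lower as a group in AAV-PIK3CD, with 40 of 41 members below the control mean and a median difference of -0.23. With an estimated correlation the camera call of this list (adjusted p = 0.0486) was lost with any array left out. It was also lost without the genes that the study listed. Single genes that fell by rank products included the chemokine Cxcl1 (2.76-fold lower), the acute phase proteins Saa2 (difference -1.62) and Saa1 (-1.06), and hepcidin (Hamp, -0.82), the hormone that limits iron export. The size of these last 3 rested on single arrays: without array 53 Saa2 differed by -0.78 and Saa1 by -0.58, without array 52 by -2.44 and -1.63, and Hamp differed by -0.54 without array 53 and -1.33 without array 51. Dmbt1, a secreted mucin-like protein of epithelia, was the only named gene that rose by rank products, and it was high in 2 of the 3 AAV-PIK3CD arrays. Its difference of 2.67 was 1.52 without array 52 and 4.0 without array 53, and its control level of 3.43 lay below the median of the arrays, where background limits any fold. Array 51 alone carried high levels of pancreatic enzyme transcripts. By limma, 0 genes passed an adjusted p of 0.05, and 1127 probe sets had an unadjusted p under 0.05, where chance alone gives 1110. Counting the real grouping, 6 of the 10 splits of the arrays gave as many rank products calls. The number of calls is thus no evidence of a group difference.

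Pik3cd itself read 4.49 ± 0.16 in AAV-control and 4.93 ± 0.19 in AAV-PIK3CD (log2, SD, n = 3 each), a difference of 0.43 (SE 0.14) or 1.35-fold. All 3 AAV-PIK3CD arrays lay above all 3 controls. The 2-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 allows. Over all probe sets the adjusted p was 0.676 by rank products and 0.932 by limma. Whether the probes of this set lie within the sequence that the vector carries is not known here, so the value is a limited check of the labels.

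The study's RT-qPCR panel was read on the arrays as well, and 0 of its 14 genes passed rank products or limma over all genes; at an unadjusted p under 0.05 there were 3 by rank products and 2 by limma. The study measured the panel by RT-qPCR, in more mice per group than there are arrays here, so the measures are not alike. Of the 10 panel genes listed as raised by RT-qPCR, the progenitor marker Epcam differed by 0.54 (SE 0.22). The TGF-beta inhibitor Smad7 differed by 0.31 (SE 0.19), and the pluripotency factors Nanog and Pou5f1 by 0.21 (SE 0.11) and 0.19 (SE 0.15). The bile duct keratin Krt19 differed by 0.16 (SE 0.18). In the controls 4 of the 10 genes lay above the median of the arrays. Pou5f1 (2.91), Epcam (3.70) and Krt19 (3.95) were among those below it, where background limits any fold. Notch2, a Notch receptor, differed by -0.25 (SE 0.14), the kinase Src by -0.01 (SE 0.13), E-cadherin (Cdh1) by -0.06 (SE 0.21) and Tgfb1 by -0.06 (SE 0.13). Adjusted over the list alone, Pik3cd (adjusted p = 0.0428) and Epcam (adjusted p = 0.0216) passed rank products and 0 genes passed limma. Without array 53 Epcam differed by 0.26 and Pik3cd by 0.47. With each array left out Smad7 ranged from 0.17 to 0.52, Nanog from 0.19 to 0.23, Pou5f1 from 0.12 to 0.30, Krt19 from 0.01 to 0.35 and Notch2 from -0.36 to -0.15, and the signs of Src, Cdh1 and Tgfb1 changed. The study chose this list on livers of the same experiment, so that count is not independent evidence. As a list it had a median difference of 0.18 and an adjusted camera p of 0.0786 (adjusted p = 0.745 with an estimated correlation). The camera value was 0.0152 without array 51 (adjusted p = 0.614 with an estimated correlation) and 0.029 without array 50, but 0.411 without array 48 and 0.388 without array 53, where the median difference was 0.079. Without the dimmest 50% of probe sets the median difference was -0.057 (adjusted p = 0.637). Of the 3 panel genes listed as lowered by RT-qPCR, Alb differed by 0.04 (SE 0.11) and Cyp1a2 by -0.003 (SE 0.12). Alb lay at or near the highest value of each array, 13.22 to 13.30, so the arrays may not show a fall in it. The hepatocyte factor Hnf4a differed by -0.16 (SE 0.14), which ranged from -0.25 to -0.08 with each array left out. The adjusted camera p of these 3 was 0.831. The mesenchymal filament Vim differed by 0.04 (SE 0.19), with -0.11 to 0.26 when single arrays were left out.

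**Figure D1:**
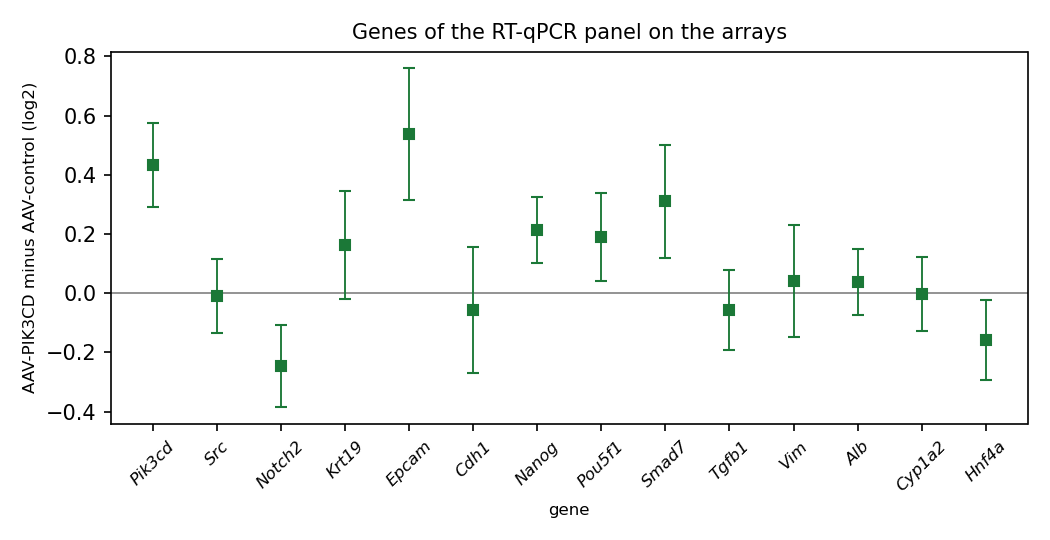
Difference of mean log2 values, AAV-PIK3CD minus AAV-control, of the 14 panel genes, with the limma SE as bars (n = 3 arrays per group). Epcam differed by 0.54, which was 0.26 without array 53, and Pik3cd by 0.43.

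Rank products gave 1 gene higher and 8 probe sets lower in AAV-PIK3CD, of which 1 lower probe set has no gene symbol here. Cxcl1, a neutrophil attractant, fell from 6.63 ± 0.61 to 5.17 ± 0.66 (adjusted p = 0.002) and was lower in 3 of 3 arrays. Saa2 fell from 10.11 ± 0.88 to 8.49 ± 1.66 (adjusted p = 0.004) and Saa1 fell by 1.06 (adjusted p = 0.0368), each lower than all controls in 2 of 3 arrays. Entpd7, a nucleotide hydrolase, fell by 0.85 (adjusted p = 0.0402), Foxq1, a forkhead transcription factor, by 0.84 (adjusted p = 0.0402) and Gmppb, which makes GDP-mannose for glycosylation, by 0.82 (adjusted p = 0.0404), each in 3 of 3 arrays. Hamp fell by 0.82 (adjusted p = 0.0402), lower than all controls in 2 of 3 arrays. Dmbt1 rose from 3.43 ± 0.22 to 6.10 ± 2.50 (adjusted p = 0.0167), with 6.49 in array 51, 8.38 in array 52 and 3.42 in array 53. The lowest adjusted p by limma was 0.932.

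**Figure D2:**
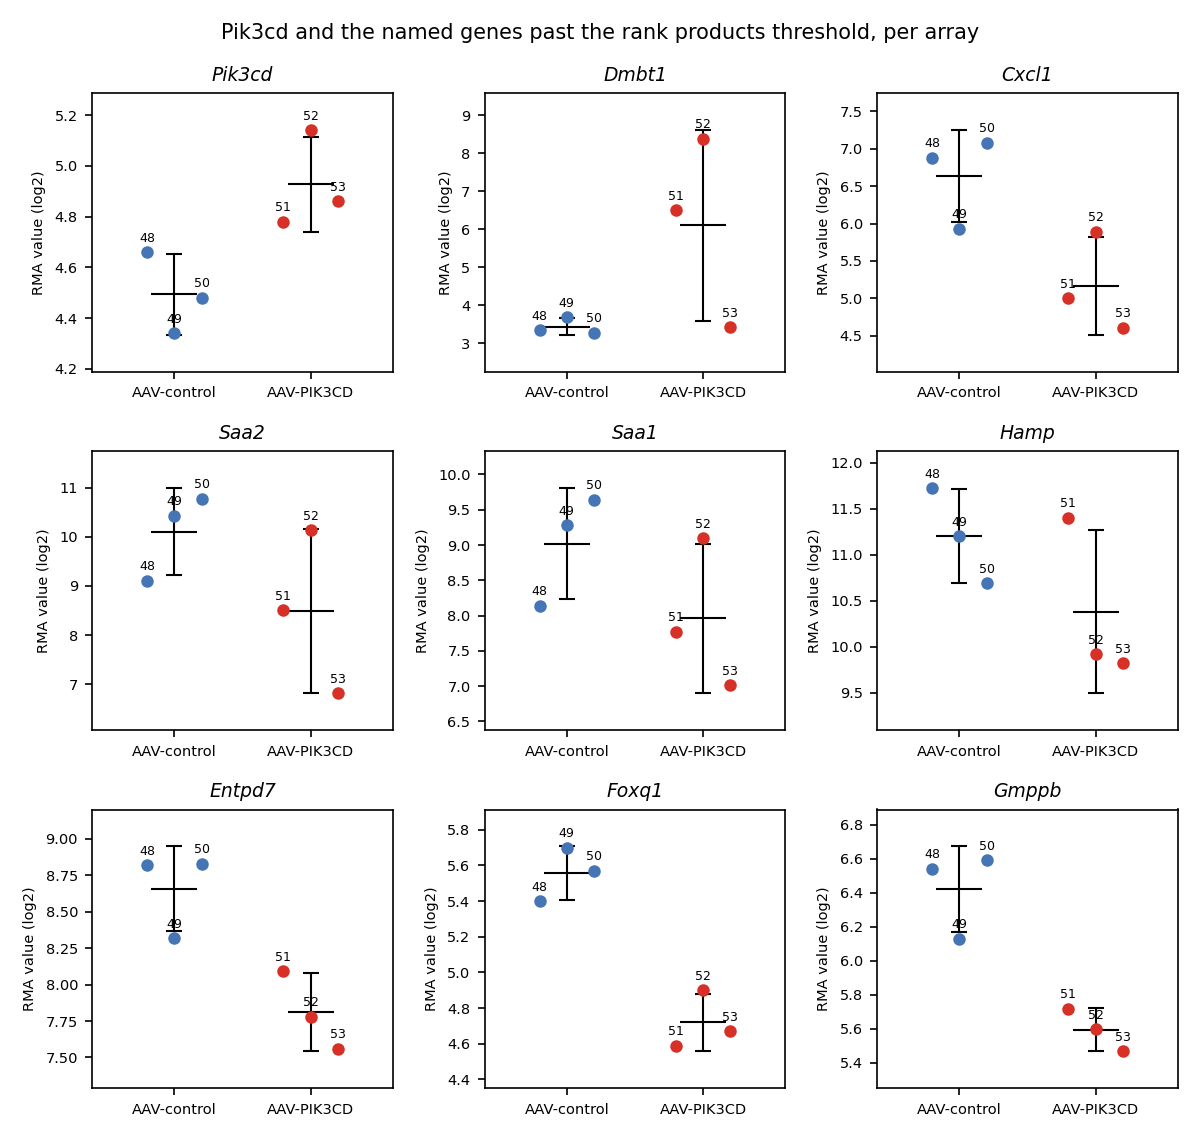
RMA values (log2) of Pik3cd and of the 8 named genes past the rank products threshold in each array, which is given by its number. Black bars show the mean and SD of 3 arrays. Dmbt1 stood at 3.42 in array 53, within the control range, and Cxcl1, Entpd7, Foxq1 and Gmppb were lower in all 3 AAV-PIK3CD arrays than in any control.

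At an unadjusted p under 0.05, rank products gave 1263 probe sets and limma 1127, where chance alone gives 1110. The groups did not overlap in 9.44% of probe sets, and chance gives 10%. Counts moved with single arrays. Without array 51 rank products gave 1 gene higher and 13 lower, with 6 of the 9 shared, without array 53 it gave 1 and 1, without array 48 1 and 3, without array 52 0 and 5, without array 49 5 and 1, and without array 50 3 and 2. Cxcl1 passed in 6 of 6 of these tests. Dmbt1 passed in 4, with an adjusted p of 0.126 without array 51 and 0.598 without array 52, and Saa2 in 3, with 0.0744 without array 49, 0.126 without array 50 and 0.185 without array 53. Saa1 passed in 2, without array 48 or 52, and Foxq1 in 2, without array 51 or 52, with an adjusted p up to 0.396 and 0.406 in their other tests. Hamp, Gmppb and Entpd7 passed in 1, without array 51, and reached 0.412, 0.374 and 0.374 without array 48. The probe set without a symbol passed in 1, without array 50. Quantile normalization and cyclic loess each gave 2 genes higher and 6 lower, with the mitochondrial carrier Slc25a25 added at a difference of 0.86 and Entpd7 and Gmppb no longer past the threshold. Slc25a25 was named after its values were seen.

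The endoplasmic reticulum folding and unfolded protein response list fell as a group (camera, adjusted p = 2.47e-16), and its call held with an estimated correlation (adjusted p = 0.0486) and by fry (adjusted p = 0.0203). Of its 41 measured members, 1 fell by rank products over all genes, which was Gmppb, and 9 fell adjusted over the list alone, where limma gave 8. In 17 members all 3 AAV-PIK3CD arrays lay below all 3 controls. Dnajb9, a chaperone partner of BiP, read 9.59 ± 0.46 and 8.75 ± 0.39. Syvn1, the ligase that tags misfolded proteins for degradation, read 9.13 ± 0.08 and 8.42 ± 0.11, and Arfgap3, a regulator of transport at the Golgi, read 6.78 ± 0.53 and 6.16 ± 0.44. With each array left out the difference ranged from -1.10 to -0.63 for Dnajb9, from -0.77 to -0.66 for Syvn1 and from -0.87 (without array 51) to -0.32 (without array 50) for Arfgap3. The abundant chaperone BiP (Hspa5) differed by -0.17 (SE 0.12), and Creb3l3 was the 1 member above its control mean; both were named after their values were seen. The study listed 7 of the members as regulated on these arrays, so the list is not independent evidence of its direction. Without those genes 33 of 34 members were lower, with an adjusted p of 5.37e-10 by camera, an adjusted p of 0.366 with an estimated correlation and an adjusted p of 0.216 by fry. Leaving out single arrays kept the camera call in 6 of 6 tests. The adjusted p with an estimated correlation was then 0.274, 0.11, 0.187, 0.126, 0.154 and 0.384 without array 48, 49, 50, 51, 52 and 53, and of the 6 fry tests 1 passed, the one without array 51 (adjusted p = 0.0311).

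**Figure D3:**
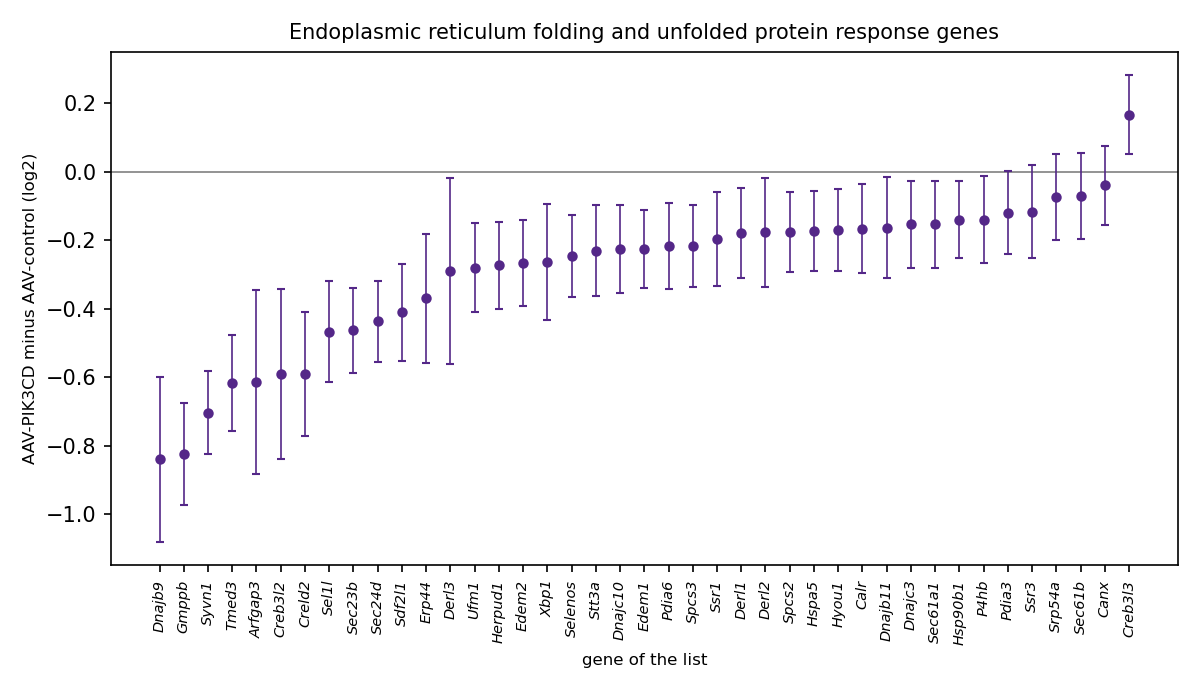
Difference of mean log2 values, AAV-PIK3CD minus AAV-control, of the 41 measured genes of the endoplasmic reticulum folding list, with the limma SE as bars (n = 3 arrays per group). In 40 of the 41 genes the difference was below 0, and the median was -0.23.

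The acute phase list, plasma proteins that the liver makes in inflammation, fell as a group (camera, adjusted p = 0.00122; adjusted p = 0.745 with an estimated correlation). Its median difference was -0.11, and 31 of 35 members were lower. Saa1, Saa2 and Hamp fell over all genes, and 5 passed as lower adjusted over the list alone, the other members being Hamp2 (-0.56) and the siderophore binder Lcn2 (-0.45, named after its values were seen). Both moved with single arrays: Lcn2 differed by 0.18 without array 53 and by -1.26 without array 52, where it passed over all genes (adjusted p = 0.026), and Hamp2 by -0.29 without array 53 and by -0.99 without array 51, where it passed as well (adjusted p = 0.01). The list held 5 genes that the study listed on these arrays, so it is not independent evidence of its direction. Its adjusted camera p was 0.0784 without array 49, where the median was -0.070, and 0.198 without array 53, and without array 52 the median was -0.19. The NF-kB and chemokine list had a median difference of -0.078 and an adjusted p of 0.052 (adjusted p = 0.745 with an estimated correlation), and the camera value ranged with the setting. It passed without array 49 (0.0443) and array 52 (0.000533), with quantile normalization (0.0211), with cyclic loess (0.0186) and without the dimmest 50% of probe sets (0.0107). It was 0.181 without array 48, 0.133 without array 51, 0.485 without array 53 (median -0.023), 0.163 on ranks and 0.203 without the genes that the study listed (median -0.040). Cxcl1 fell over all genes; adjusted over the list alone 4 fell, with the kinase Pim1 at -0.75, and 1 rose, the chemokine Cxcl5 at 0.73, named after its values were seen. Leaving out single arrays gave -0.91 to -0.57 for Pim1 and 0.35 (without array 52) to 1.01 (without array 50) for Cxcl5. The study listed 3 of its genes on these arrays, so that count is not independent evidence. Among immune cell markers, the Kupffer cell list had a median difference of -0.087 (adjusted p = 0.206; adjusted p = 0.815 with an estimated correlation). Without array 51 the camera value was 0.0466 and without array 48 0.0393, but without array 50 the median was -0.002 (0.775) and without array 53 -0.032 (0.542). The neutrophil, B cell and T cell lists had adjusted p values of 0.831, 0.948 and 0.831.

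The cholangiocyte and ductular list rose as a group (camera, adjusted p = 0.000151; adjusted p = 0.18 with an estimated correlation), with 18 of 24 members higher and a median difference of 0.17. Dmbt1 rose over all genes. Adjusted over the list alone 5 rose, among them the lectin Lgals4 (difference 0.72), the RNA-binding protein Bicc1 (0.59) and Epcam (0.54). Onecut1, a transcription factor of liver and bile duct named after its values were seen, passed over the list alone as lower at -0.22, but it differed by 0.36 without array 48 and -1.10 without array 50, so its direction is not settled. Without array 53 Epcam differed by 0.26, and without array 48 Bicc1 differed by 0.30, while Lgals4 ranged from 0.57 to 0.80 with each array left out. The median of the list was 0.11 without array 53 and 0.25 without array 51. Without the dimmest 50% of probe sets, which left 6 of its 24 members, the adjusted p of the list was 0.143 with a median difference of 0.19. The study listed 3 of its genes on these arrays, so this is not independent evidence of its direction.

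The pancreatic acinar list, digestive enzymes and their partners, rose as a group (camera, adjusted p = 1.33e-09; adjusted p = 0.745 with an estimated correlation), with 28 of 28 members higher and a median difference of 1.09. The level came from array 51, where 27 of 28 members were highest and 25 lay over 1 log2 unit above the mean of the other 5 arrays; without array 51 the median difference was -0.014 (adjusted p = 0.927). Over all genes 0 members passed rank products or limma (24 and 1 at an unadjusted p under 0.05), and adjusted over the list alone 24 rose by rank products and 0 by limma. Amylase (Amy2a5) read 12.10 in array 51, named after its values were seen. Carboxypeptidase A1 (Cpa1) read 9.77 in array 51 and differed between the groups by 1.98, chymotrypsinogen (Ctrb1) by 1.85, the ribonuclease Rnase1 by 1.62 and the zymogen granule protein Gp2 by 0.96. Without array 51 these 4 differed by 0.14, 0.10, 0.42 and 0.33. The study listed 2 of these genes on these arrays, so the list is not independent evidence. The skeletal and smooth muscle list rose as a group (camera, adjusted p = 3.91e-06; adjusted p = 0.745 with an estimated correlation), with a median difference of 0.32 and 21 of 23 members highest in array 51. Without array 51 its median difference was 0.035 (adjusted p = 0.562), and the differences of the contractile genes Myh4 and Acta1 over all 6 arrays were 0.62 and 0.56, and without array 51 0.31 and 0.17. Over all genes or adjusted over the list alone 0 muscle genes passed rank products or limma (10 and 2 at an unadjusted p under 0.05).

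**Figure D4:**
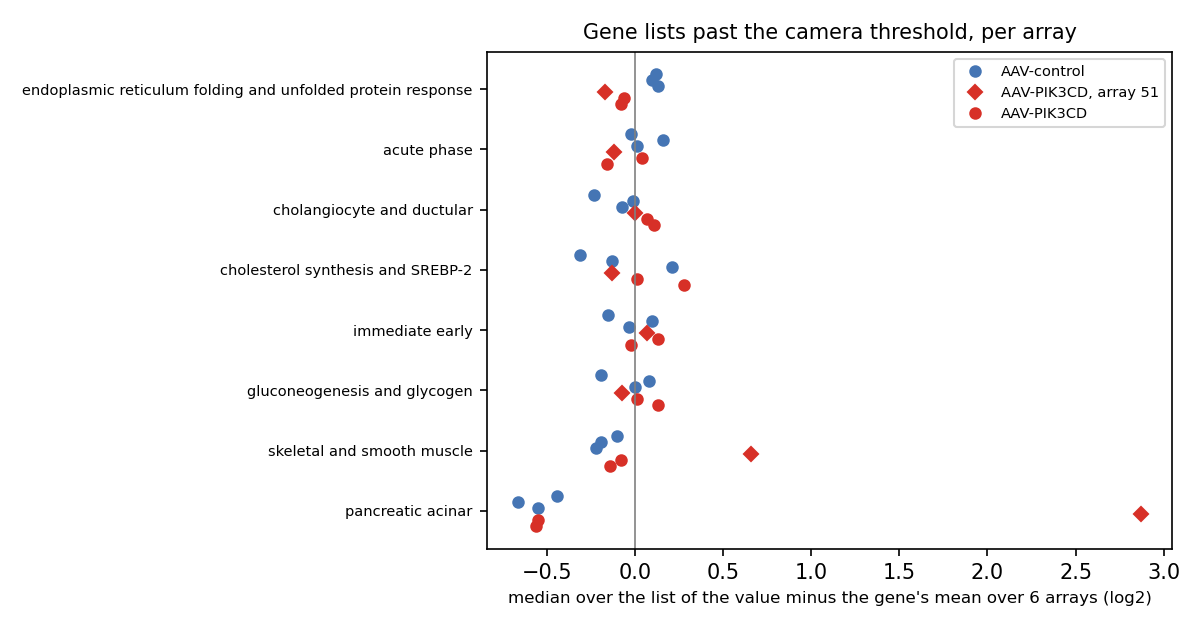
Median over each of the 8 lists past the camera threshold of the value in an array minus the gene's mean over all 6 arrays (log2). Points are arrays, coloured by group, and diamonds mark array 51, which stood at 2.87 for the acinar list and 0.66 for the muscle list.

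Among metabolic and early response lists, the cholesterol synthesis list rose as a group (camera, adjusted p = 0.019; adjusted p = 0.881 with an estimated correlation). Of its 20 members 17 were higher, among them Hmgcs1 (0.37), which makes HMG-CoA, and lanosterol synthase (Lss, 0.34), and 0 passed rank products or limma over all genes or adjusted over the list alone (3 and 1 at an unadjusted p under 0.05). Hmgcs1 ranged from 0.14 to 0.61 and Lss from 0.16 to 0.49 with each array left out. The median difference of 0.11 became -0.010 without array 48, -0.002 without array 53 and 0.22 without array 51, and its adjusted p was 0.116 without array 49. The immediate early list, genes induced within minutes by growth signals, rose as a group (camera, adjusted p = 0.0288; adjusted p = 0.786 with an estimated correlation), with 21 of 32 members higher. Over all genes 0 members passed rank products or limma (10 and 5 at an unadjusted p under 0.05), and adjusted over the list alone 3 rose by rank products, the transcription factors Jun (0.69) and Fosl1 (0.53) and the matrix protein Ccn1 (0.60), each higher in 3 of 3 arrays, with ranges of 0.53 to 0.90, 0.36 to 0.65 and 0.46 to 0.70 when single arrays were left out. The gluconeogenesis and glycogen list rose as a group (camera, adjusted p = 0.0491; adjusted p = 0.815 with an estimated correlation), with 14 of 18 members higher. Glucose-6-phosphatase (G6pc, 0.59) rose by rank products adjusted over the list alone, while 0 members passed rank products or limma over all genes (4 and 2 at an unadjusted p under 0.05), and Pck1, the enzyme of the first step from oxaloacetate, differed by 0.47. Their ranges with each array left out were 0.44 to 0.84 for G6pc and, for Pck1, 0.19 (without array 50) to 0.73 (without array 49). The study listed 1 gene of the immediate early list and 1 of the gluconeogenesis list on these arrays, so these directions are not independent evidence. The adjusted p of the immediate early list was 0.557 without array 48, 0.0611 without array 51 and 0.313 without array 52, and that of the gluconeogenesis list 0.685 without array 48, 0.116 without array 52 and 0.485 without array 53; with camera on ranks the values were 0.122 and 0.0585, and without the genes that the study listed 0.0954 and 0.142. The median difference of the immediate early list was 0.110 over all 6 arrays and 0.147 without array 51, with a range of 0.053 to 0.175 when single arrays were left out. That of the gluconeogenesis list was 0.107, with a range of 0.025 to 0.14. By fry, the 7 lists past the camera threshold other than the folding list had adjusted p values of 0.601 to 0.837.

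The other lists did not pass, and 34 of the 42 had an adjusted camera p between 0.052 and 0.957. The hepatocyte differentiation list had a median difference of -0.022 (adjusted p = 0.695), with Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at -0.44 (-0.20 without array 52 and -0.71 without array 51). For the class I PI3K list the adjusted p was 0.415, with the phosphatase Inpp4b at 0.50 (0.38 to 0.69 with each array left out). Lists on stem cells and form gave 0.133 for hepatoblast genes, 0.632 for pluripotency, 0.831 for mesenchymal genes, 0.957 for epithelial junctions, 0.957 for TGF-beta, 0.888 for Notch, 0.454 for extracellular matrix and 0.888 for the cell cycle. Lists on stress and defence gave 0.797 for hypoxia, 0.954 for interferon and 0.339 for the integrated stress response. Metabolic lists gave 0.291 for FoxO targets, 0.14 for PPAR-alpha targets, 0.492 for lipogenesis, 0.794 for bile acids, 0.395 for xenobiotic metabolism, 0.888 for pericentral and 0.225 for periportal genes. Without array 51, and also without array 49, 3 of these passed as higher: FoxO targets (0.0102 and 0.0127), PPAR-alpha targets (0.0201 and 0.043) and periportal genes (0.0136 and 0.0338). With an estimated correlation the adjusted p without array 51 was 0.854, 0.614 and 0.854 in that order, and by fry 0.808 for each. With quantile normalization and cyclic loess PPAR-alpha targets (0.00729 and 0.00565) and periportal genes (0.0415 and 0.0186) passed as well, and with cyclic loess FoxO targets (0.046). The lipogenesis list passed as lower without array 48 (0.0393) or 53 (0.00559), but its median was 0.023 without array 50 and 0.033 without array 51 (adjusted p = 0.931 with an estimated correlation over all 6 arrays). The circadian clock list had an adjusted camera p of 0.415, with 5 of 23 members higher and a median difference of -0.067. Adjusted over the list alone 4 of its genes passed as higher, Rgs16 (1.01), Noct (0.73), Bhlhe40 (0.55) and Per1 (0.54), and 2 as lower, Dbp (-0.62) and Wee1 (-0.61), while 0 passed rank products or limma over all genes (7 and 6 at an unadjusted p under 0.05). When single arrays were left out Rgs16 ranged from 0.45 to 2.03, Noct from 0.57 to 1.03, Bhlhe40 from 0.39 to 0.74, Per1 from 0.40 to 0.68 and Wee1 from -0.70 to -0.47, and Dbp was at -0.14 without array 51 and -0.99 without array 53. Per1 and Dbp were named after their values were seen, and the study listed 4 genes of this list on these arrays, so the count is not independent evidence. Among other cell types the adjusted p was 0.18 for gallbladder and gut, 0.395 for sinusoidal endothelium, 0.395 for stellate cells, 0.396 for erythroid cells, 0.831 for mesothelium and 0.339 for adipocytes, which was 0.0393 without array 48 (adjusted p = 0.881 with an estimated correlation over all 6 arrays). In 6 lists the sign of the median and of the test differed: TGF-beta, Notch, neutrophil, B cell, T cell and adipocyte genes.

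The arrays did not separate by group on the first principal component, which held 35.8% of the variance and placed array 51 at 38.18 and the other 5 between -14.08 and -2.37. The p-values of limma and of the exact permutation test rest on the spread between these samples. The labels do not say that each sample comes from a separate animal. Those of rank products rest on shuffles of the gene order within each array, not on the spread of a gene between samples. Camera with the preset correlation does not estimate from these samples how the genes of a list vary together. On simulated arrays of this size limma recovered 43 of 50 genes changed by 1 log2 unit and 5 of 50 changed by 0.5, and rank products recovered 49 and 3 but also called 42 unchanged genes, against 5 by limma. That simulation changed 50 genes at each of 0.5, 1, 2 and 3 log2 units at once, which loosens the adjusted threshold. Recovery and false calls may differ where few genes change.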

Values the study reported

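The study stated that 73 genes were upregulated in livers of AAV-PIK3CD mice on these arrays, without a threshold in its text.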

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

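The alternative that leaves out the genes the study listed was chosen after seeing the data; it gave 6 lists past the threshold in place of 8, without the immediate early list (0.0954) and the gluconeogenesis list (0.142). No paired analysis was possible because the array numbers 48 to 53 are not shared between the groups. The difference of Pik3cd was 0.39 to 0.40 under other normalizations and 0.33 to 0.52 with each array left out, and passed in none of these tests. Genes higher numbered 2 with quantile normalization, 2 with cyclic loess and 0 without the dimmest 50% of probe sets; genes lower numbered 2 without the dimmest 25%. Limma, rank sums and the adjusted t-test of the study's methods each gave 0 higher and 0 lower, while at an unadjusted p under 0.05 limma gave 554 and 573, rank sums 634 and 576, and the t-test 503 and 556. With each array left out rank products gave 0 to 5 higher and 1 to 13 lower, and camera 6 to 10 lists. With an estimated correlation 1 list passed and by fry 1, the folding list in both. With the preset correlation the folding list passed under every alternative run; with an estimated correlation it did not pass with any array left out or without the genes the study listed. For the 8 named genes that rank products called, 40 of 80 alternative values stayed past the threshold and 40 did not, none with a changed sign. For the 8 called lists, 72 of 104 values stayed past it, 29 did not, and 3 changed sign: the cholesterol list without array 48 (-0.010) and array 53 (-0.002), with a range of -0.010 to 0.29, and the acinar list without array 51 (-0.014), with a range of -0.014 to 1.71. For the other 34 lists 25 of 440 values passed, in 9 lists, among them the extracellular matrix list without the dimmest 50% (adjusted p = 0.0344). The cause of these changes was not tested. Signal over background limits Pik3cd, whose control level of 4.49 lay below the median of its arrays. Among the brighter 50% of probe sets 2 lists had under 3 members and were not tested.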

Other observations

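Some liver genes differed between arrays in ways that did not follow the groups. Rgs16, a regulator of G protein signalling with a daily rhythm in liver, read 4.61, 7.24 and 4.65 in the controls and 4.47, 7.42 and 7.64 in AAV-PIK3CD. Rgs16 was thus high in arrays 49, 52 and 53, which formed 1 side of the split with the most rank products calls, 20. Over all 6 arrays its adjusted p by rank products was 0.0936, and it passed without array 51 (0.0114) and without array 49 (0.00667). In array 50 Socs2, a feedback inhibitor of growth hormone signalling, read 5.17 where the other 5 arrays lay between 7.77 and 8.42, Onecut1 read 6.81 against 8.12 to 9.74, and the repressor Bcl6 read 7.95 against 5.40 to 7.27. In array 48 the fat hormone Adipoq read 5.20 against 3.03 to 4.05 and the fatty acid binder Fabp4 7.91 against 5.69 to 6.79. Socs2, Onecut1, Bcl6 and Fabp4 were named after their values were seen.

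Of the 73 genes that the study listed on these arrays, 65 were measured under that name, and 23 of these were higher and 42 lower in AAV-PIK3CD by their difference of means. In the 42 lists here there were 31 of them, 13 higher and 18 lower. All 7 in the folding list and all 5 in the acute phase list were lower.

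Of the tests below, those on the folding list with array 51 left out and on hepatocyte RNA, on Dmbt1 in array 52 and on the number of lists in other splits were chosen after the results were seen.

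Rank products called 9 probe sets in the real grouping, and the highest of the other splits called 20 (arrays 48, 50 and 51 against 49, 52 and 53). Counting the real one, 6 of the 10 splits gave as many, and for limma, with 0 calls and a highest other of 1, 10 of the 10. By these counts the real grouping did not stand out from the other splits, so the number of calls is no evidence of a group difference. The 10 splits are too few for a share under 0.05. Arrays 52 and 53 alone gave 117% of the median difference of the called genes, 0.99 against 0.85. The genes had been called from pairs that include arrays 52 and 53, so a large share was all but fixed by their choice. It does not decide whether array 51 made the calls. Without array 51, 3 of the 9 calls were lost, though their differences stayed near their size. Dmbt1 differed by 2.47 against 2.67, Saa1 by -0.97 against -1.06 and the probe set without a symbol by -0.60 against -0.79. On simulated arrays rank products called 42 unchanged genes, so false calls among the 9 remain open.

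The second pattern is the pancreatic signal and Dmbt1. In array 51, which had the highest Rnase1, the other acinar genes had a median 3.43 above the control mean, where the middle 90% of matched random lists lay between -0.072 and 0.137, so pancreatic tissue in that sample is a candidate source of the signal; Amy2a5 (12.10), Cpa1 (9.77) and Cpb1 (9.53) had the highest values, which probe sets do not make comparable as amounts (Cpb1 was named after its values were seen). Of the 28 acinar genes 1 lay above the array median in the controls, 0 were in another list and the study listed 2. In array 52, where Dmbt1 was highest at 8.38, the acinar median was 0.007 above the control mean, within the middle 90% of -0.060 to 0.102. This argues against pancreatic acinar tissue as the source there, but the acinar list cannot speak on duct, gallbladder or gut tissue. The cholangiocyte list lay 0.17 above the control mean in array 52 and 0.20 in array 53. The gallbladder and gut list lay 0.04 and 0.10 above it, which decides nothing. Such tissue in the sample and an effect of the vector on Dmbt1 stay open and untested, with array 53 at 3.42.

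The third pattern is the lower endoplasmic reticulum folding list. Without array 51 it kept 87.5% of its median difference, which argues against array 51 as the cause. Matched random lists had a 5th percentile of -0.083 against -0.23 for the list, which argues against a general shift of genes of that level. Less hepatocyte RNA would lower the hepatocyte list as a group. Its median was -0.022 and ranged from -0.045 to 0.018 with each array left out, against -0.253 to -0.198 for the folding list. These group medians argue against less hepatocyte RNA as the source of the whole fall. Single hepatocyte members went both ways, and 3 of 36 lay at or below the folding median. With a 5th percentile of -0.26 the value of -0.23 lay within their middle 90%, so by that rule the question stayed undecided. The gap between the 2 medians was 0.20 against an SD of 0.15 among the hepatocyte members, and without array 51 0.22 against 0.21. The spread of single members thus does not decide it. These comparisons were all chosen after the values were seen. With an estimated correlation 1 list passed in the real grouping and 0 in any other split (1 of 10 splits as large). That list was the folding list, which holds 7 genes the study listed from the real grouping, so this split was favoured in advance. Without those genes its adjusted p with an estimated correlation was 0.366. With the preset correlation 8 lists passed in the real grouping and 12 in the highest other (5 of 10 as large). Neither count sets the real grouping apart, and 10 splits are too few for a share under 0.05. An effect of Pik3cd, and a difference in feeding or time of sampling that the labels do not give, stay open; the circadian clock list (adjusted p = 0.415) held genes with differences both ways, such as Per1 (0.54, and 0.40 to 0.68 with each array left out) and Wee1 (-0.61, and -0.70 to -0.47), while Dbp (-0.62) was at -0.14 without array 51, and does not decide this.

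For the acute phase genes, 0 of the 4 immune cell lists fell past the camera threshold over all 6 arrays, but the Kupffer cell list, with a median difference of -0.087, passed without array 51 (adjusted p = 0.0466) and array 48 (0.0393) and had medians of -0.002 without array 50 (0.775) and -0.032 without array 53 (0.542). With an estimated correlation its adjusted p was 0.815. These values go both ways and decide nothing on fewer immune cells.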
